A study of Mus musculus with 16 samples. Its data were reported in "p300 suppresses the transition of myelodysplastic syndromes to acute myeloid leukemia" (2021).

How the data were processed

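ATAC-seq peak lists of sorted mouse HSPCs were used, 1 list for each of 16 libraries, with 4 libraries for each of 4 genotypes. Per the labels, cells of a pair of mice of the same genotype were pooled for each library. The authors trimmed and aligned paired reads to mm10, removed duplicates and called peaks for every library separately with macs2. Each list held chromosomes 1 to 19, X and Y. The deposited lists give for every summit the fold enrichment, a ratio to the local background of the same library, as computed by the authors. They also give the authors' −log10 p and −log10 q of each summit, both within 1 library. The smallest −log10 p in any list was 2.00003, and between 271 and 482 numbers were absent from the peak numbering of a list for a reason that is not stated. Fold and −log10 p were used to describe, rank and filter peaks within a list and were never compared between lists as signal.

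Several summits of the same interval were counted as 1 peak. Peaks of the 16 lists were merged where they shared at least 1 bp, and a library had a region when 1 of its peaks overlapped it. A promoter was taken as within 3 kb of a transcription start site of GENCODE M21, and other positions as exon, intron or intergenic. Gained and lost regions had a peak in 4 of 4 libraries of one genotype and 0 of 4 of the other. Consensus strings were searched on both strands in the reference sequence, 100 bp either side of the summits of the strongest 30000 non-promoter peaks: RRGGAAGT for Spi1, WGATAA for Gata, CAGATG for Tal1, GAAANNGAAA for Irf, TTRCNNAA for Cebp, GGGRNTTYCC for NFkB, YAACKG for Myb, TGYGGTY for Runx, TGASTCA for Ap1 and CCASYAGRKGGC for Ctcf. Such strings mark sequence, not binding.

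The contrasts were P300KO_TET2KO against TET2KO, P300KO against WT, TET2KO against WT and P300KO_TET2KO against P300KO. They share libraries and are not independent. By the paper's methods both genotypes with p300 loss carried Mx1-Cre, and WT and TET2KO did not. An effect of p300 loss can therefore not be told apart here from an effect of Cre. Values per library were compared with two-sided exact permutation tests on the difference of means over all 70 regroupings, with p300 labels permuted within Tet2 background (4900 arrangements) for effects over all 16 libraries. Benjamini-Hochberg adjustment covered the 4 contrasts of a measure, the 10 strings or the 6 loci. The threshold was 0.05. Region counts were set against all 35 splits of 8 libraries and against the 18 splits balanced over the deposit sets. The deposit sets were read from the labels, and nothing states what differed between them.

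The measures, contrasts, strings, tests and first alternatives were chosen before the data were examined. The alternatives were a −log10 q of at least 2, the strongest 50000 peaks, every summit counted, covered length, a 1 kb promoter, windows of 100 bp either side of summits, at least 50% of a region covered, a looser rule of 3 of 4 against 1 of 4, all or the strongest 10000 distal peaks, windows of 50 bp, each deposit set alone, permutation within sets, replicate numbers as blocks, and leaving out each library. The locus alternatives, the permutation of string shares and of shares outside promoters within deposit sets, the effects of p300 on strings and loci over both Tet2 backgrounds, the leaving out of each library from those effects, and the pairs of balanced splits were added after the data were seen. When a library was left out of an effect over both backgrounds, the differences of the 4 combinations of set and background were averaged and labels were permuted within each. Calls on string shares under each alternative used the p adjusted over the 10 strings, calls on loci in a single contrast used the unadjusted p, and calls on the effects over both backgrounds used the p within deposit sets adjusted over the 10 strings or 6 loci. The first version of the string calls used the unadjusted p and was brought to the adjusted p of the planned test after those values had been seen.

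The named loci were fixed beforehand from the text of the study: Ep300, Tet2, Myb with 10 kb downstream and 110 kb upstream, Notch1, Dntt and the Hoxb cluster, the others with 10 kb either side. Beyond these, the 5 gained and 5 lost regions of P300KO_TET2KO against TET2KO with the highest mean rank percentile by −log10 p were named by the nearest transcription start site or the gene they lie in. Other regions printed in the closing section were chosen after their values were seen.

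The region procedure was tested on simulated data: of 200 planted regions, 200 were recovered when a peak was always present in one genotype and always absent in the other, and 130 (65.0%) when the chances were 95% and 5%. Among 20000 simulated regions, 58 and 56 unchanged regions were called in these runs. All 2000 planted strings were found. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Depth per library cannot be read from peak lists, so list length was used in its place, and a site without a peak is a site not detected at that depth. Reads, merged peak files and other assays of the study were not used here.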

Results

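Chromatin accessibility was measured by ATAC-seq, which reads out DNA open to a transposase, in hematopoietic stem and progenitor cells (HSPCs) sorted from mouse bone marrow. The 16 libraries came from 4 genotypes, with 4 libraries each: wild type (WT), loss of p300 (P300KO), loss of Tet2 (TET2KO), and loss of both (P300KO_TET2KO). Replicates 1 and 2 of each genotype carry a label that names a merged peak file and replicates 3 and 4 do not. These are called deposit set 1 and deposit set 2 here, with 2 libraries of each genotype in each set. Each library was represented by its own list of accessible peaks, placed on the mm10 build of the mouse genome. The lists carry no read counts, and the study gives a target number of reads for every sample but no number reached by a single library. The depth of each library is therefore unknown here and no counting interval is given.

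The deposit sets differed more than the genotypes did. Lists in set 2 held 133207 ± 2364 peaks (mean ± SD, n = 8) and lists in set 1 held 97041 ± 6990 peaks (n = 8). They covered 58.3 ± 1.33 Mb in set 2 and 41.2 ± 5.94 Mb in set 1. The share of peaks with a −log10 q of at least 2 was 94.9 ± 1.75% in set 2 and 75.3 ± 15.2% in set 1. For each of these 3 measures, an exact permutation of the set labels within genotype gave a two-sided p of 0.00154, the smallest that its 1296 arrangements allow. By library, WT held 98544, 110055, 131041 and 132722 peaks in replicates 1 to 4. P300KO held 100395, 86039, 135726 and 134237 peaks. TET2KO held 91908, 93922, 137335 and 132155 peaks. P300KO_TET2KO held 96986, 98478, 131832 and 130610 peaks.

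The first question was whether loss of p300 on a Tet2-deficient background, the main focus of the study, changed how many sites were accessible. P300KO_TET2KO libraries held 114476 ± 19351 peaks and TET2KO libraries 113830 ± 24257 peaks (SD, n = 4 each), a difference of 646.5 peaks (two-sided exact permutation p = 0.971). The smallest p that 70 regroupings of 4 against 4 libraries allow is 0.0286. The difference was 4817 peaks within deposit set 1 and −3524 peaks within set 2. P300KO libraries held 114099 ± 24822 peaks and WT libraries 118090 ± 16618 peaks (SD, n = 4 each; exact permutation, adjusted p = 1.0). TET2KO differed from WT by −4260 peaks (exact permutation p = 0.686), and P300KO_TET2KO differed from P300KO by 377.2 peaks (exact permutation p = 1.0). After Benjamini-Hochberg adjustment over the 4 contrasts each p was 1.0, and 0 of the 4 had an unadjusted p under 0.05. All 4 differences changed sign between the deposit sets. The alternative that moved these counts most was a −log10 q of at least 2, which put TET2KO 9668 peaks above WT (exact permutation p = 0.571). Over both Tet2 backgrounds the effect of p300 loss was −1672 peaks (exact permutation p = 0.847), and that effect differed between the backgrounds by 4638 peaks (exact permutation p = 0.791).

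**Figure D1:**
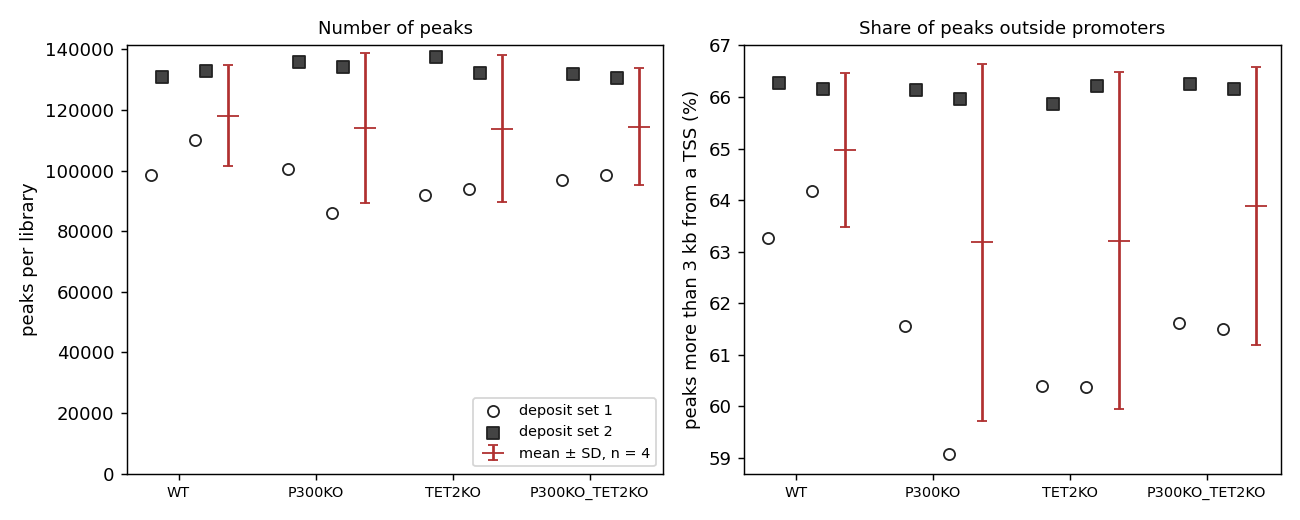
Number of peaks (left) and percent of peaks more than 3 kb from a transcription start site (right) in each of the 16 libraries, by genotype. Open circles are deposit set 1, filled squares are deposit set 2, and red marks are the mean ± SD of 4 libraries; all 8 libraries of set 2, with at least 130610 peaks, lie above all 8 of set 1, with at most 110055.

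The study places much of the change outside promoters, so the share of peaks more than 3 kb from a transcription start site was compared. It was 63.9 ± 2.69% in P300KO_TET2KO and 63.2 ± 3.27% in TET2KO (SD, n = 4 each), a difference of 0.669 percentage points (two-sided exact permutation p = 0.543). Within deposit sets the difference was 1.17 points in set 1 and 0.169 points in set 2. The share was 63.2 ± 3.46% in P300KO and 65.0 ± 1.49% in WT (SD, n = 4 each), a difference of −1.79 points (exact permutation p = 0.371). TET2KO differed from WT by −1.75 points (exact permutation p = 0.314), and P300KO_TET2KO from P300KO by 0.703 points (exact permutation p = 0.571). Each p was 0.571 after adjustment over the 4 contrasts, and 0 of the 4 had an unadjusted p under 0.05. These tests do not take account of the deposit sets, which widened the SD. With labels permuted within sets, an alternative added for this share after the data were seen, P300KO against WT gave an exact permutation p of 0.0556, the smallest that its 36 regroupings allow. Its difference was −3.40 points in set 1 and −0.178 points in set 2, with both WT libraries above both P300KO libraries in each set. For the other 3 contrasts this exact permutation p lay between 0.111 and 0.167. A −log10 q of at least 2 reversed P300KO against WT and TET2KO against WT, and put TET2KO 1.88 points above WT (exact permutation p = 0.743). Leaving out 1 library reversed the other 2 contrasts. It also left the groups unequal over the deposit sets, whose means differed by 4.63 points. These reversals may therefore come from the sets and do not by themselves show an unstable difference. P300KO_TET2KO against TET2KO was −0.280 points without TET2KO replicate 2, and P300KO_TET2KO against P300KO was −0.666 points without P300KO replicate 2. P300KO against WT kept its sign, from −2.77 points to −0.420 points without P300KO replicate 2. TET2KO against WT kept its sign too, from −2.76 points to −0.806 points without TET2KO replicate 2.

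Peaks of the 16 lists were merged into 296215 regions. Of these, 39310 (13.3%) had a peak in each of the 16 libraries and 135141 (45.6%) had a peak in 1 library. Regions with a peak in 4 of 4 libraries numbered 44385 in WT, 57212 in P300KO, 62684 in TET2KO and 75149 in P300KO_TET2KO. Such a number is limited by the weakest list of a genotype. In WT 1 and WT 2, 38.2% and 25.9% of the regions were found in no other library. In P300KO_TET2KO 1 and 2 it was 4.68% and 1.42%. The order of these numbers is therefore not read as a difference between genotypes. Overlap between lists depended on the set. A median of 73.9% of the peaks of a set 1 library overlapped a peak of the other set 1 library of its genotype, and 67.8% overlapped a peak of a set 1 library of another genotype. In set 2 the corresponding medians were 86.2% and 84.6%.

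To ask which sites opened or closed, regions were counted as gained when 4 of 4 libraries of the first genotype and 0 of 4 of the second had a peak, and as lost in the reverse case. P300KO_TET2KO against TET2KO had 177 gained and 38 lost regions. P300KO against WT, which asks for the effect of p300 loss alone, had 39 gained and 31 lost regions. TET2KO against WT had 42 gained and 21 lost regions, and P300KO_TET2KO against P300KO had 193 gained and 91 lost regions. A single region cannot pass a corrected test with 4 against 4 libraries, so each total was set against the 35 splits of its 8 libraries. As many regions came from 9, 19, 19 and 6 of the 35 splits for the contrasts in that order, the real split included. The split that follows the deposit sets gave 8542, 12942, 13638 and 8298 regions. Among the 18 splits with 2 libraries of each set on each side, as many came from 1, 2, 2 and 1 splits, and 18 such splits cannot give a share under 5.56%. The counts of this first contrast moved most within single deposit sets, where 2 libraries stood against 2. Set 1 gave 6074 gained and 1094 lost regions and set 2 gave 4555 and 3885. A rule of at least 3 of 4 against at most 1 of 4 libraries gave 3517 gained and 1547 lost regions. The totals also rested on single libraries: without P300KO_TET2KO replicate 1 the gained count was 615, and without TET2KO replicate 1 the lost count was 254.

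Because list length differed between libraries, the count was repeated with the strongest 50000 peaks of every library. P300KO_TET2KO against TET2KO then had 149 gained and 93 lost regions, P300KO against WT 119 and 66, TET2KO against WT 58 and 33, and P300KO_TET2KO against P300KO 143 and 117. As many regions came from 2, 2, 11 and 2 of the 35 splits, the real split included. For the 3 contrasts with 2 such splits the other one was the split by deposit set, with 1024, 982 and 856 regions. Each of the 4 real totals was the largest among the 18 splits balanced over the sets. Of the 242 regions of P300KO_TET2KO against TET2KO in lists of equal size, all 242 had a peak of the other genotype in at least 1 of its 4 full lists and 202 (83.5%) had one in all 4.

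**Figure D2:**
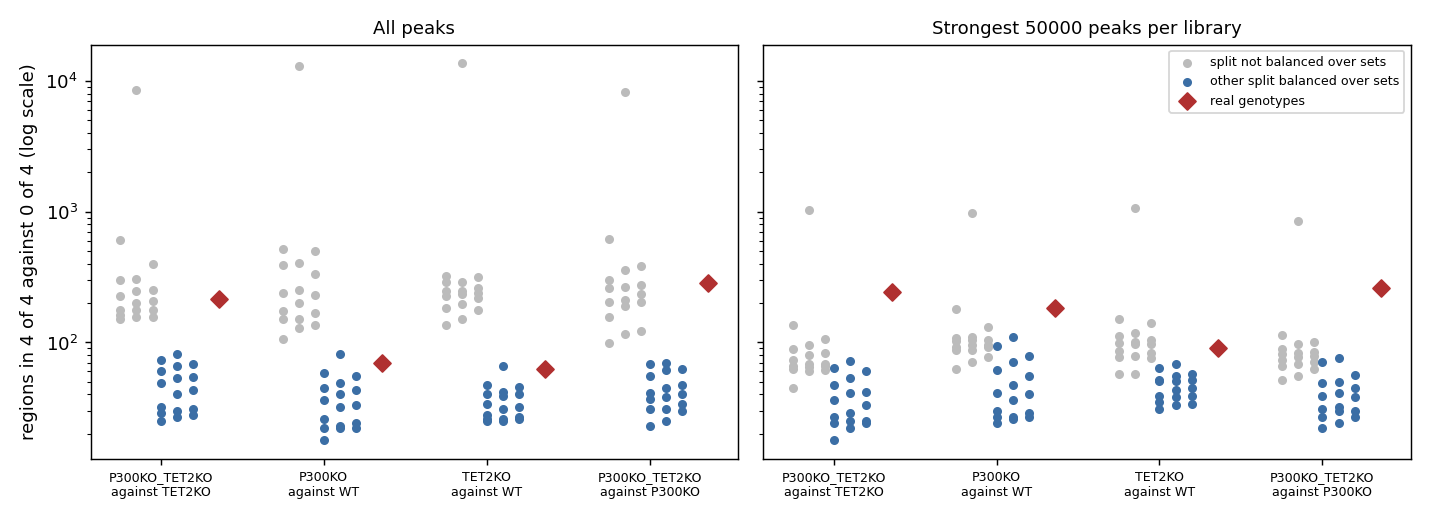
Number of regions with a peak in 4 of 4 libraries of one side and 0 of 4 of the other (log scale) for each of the 35 splits of the 8 libraries of a contrast, with all peaks (left) and with the strongest 50000 peaks of each library (right). Red diamonds are the real genotypes, blue points are other splits balanced over the deposit sets and grey points are unbalanced splits; with all peaks P300KO_TET2KO against TET2KO gave 215 regions and the other balanced splits at most 81.

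The gained and lost regions were weak peaks. In P300KO_TET2KO against TET2KO the gained regions had a median rank percentile of 19.3 within their lists, by the authors' −log10 p, and the lost regions 21.1. None of the 177 gained regions and none of the 38 lost regions was among the strongest 50000 peaks of all 4 libraries that had it. Introns and intergenic DNA held 121 (68.4%) of the gained and 24 (63.2%) of the lost regions, against 57.5% of all regions found in 4 of 4 libraries of either genotype. For gained and lost regions together the share was 67.4%. The 17 other splits balanced over the deposit sets had a median share of 66.7% and a range of 48.4% to 78.1%, so the share did not set the genotypes apart.

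The 5 gained regions with the highest mean rank percentile all lay within 3 kb of a transcription start site. They were chromosome 12 from 19953916 to 19954215 near Gm21863 (mean percentile 57.7), chromosome 12 from 113144521 to 113144722 inside Crip2 and nearest to the start of Crip1 (49.0), and chromosome 4 from 148588873 to 148589151 near Srm (46.6). The other 2 were chromosome 3 from 88338401 to 88338661 in Smg5 (46.2) and chromosome 15 from 5117281 to 5117493 in Rpl37 (45.6). The 5 lost regions with the highest mean percentile were chromosome 16 from 30601385 to 30601818 in the promoter of Fam43a (38.3), chromosome 4 from 134361205 to 134361644 in an intron of Extl1 (37.8), and chromosome 11 from 49169144 to 49169753 at a transcript start inside Btnl9 (35.6). The remaining 2 were chromosome 5 from 124637134 to 124637793 in an intron of Atp6v0a2 (34.1) and chromosome 11 from 75977999 to 75978479 in intergenic DNA nearest to 1700016K19Rik (33.1). In WT, 4 of 4 libraries had the lost regions in Extl1, Atp6v0a2 and near 1700016K19Rik. Of the 5 gained regions, 0 of 4 WT libraries had the ones near Gm21863, Srm and Smg5, and 3 of 4 had the one in Crip2.

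Whether these regions moved the same way when p300 was lost on a Tet2-intact background was asked in libraries that had not defined them. Of the 177 gained regions, 103 had a peak in more P300KO than WT libraries, 26 in fewer and 48 in as many (exact permutation within deposit sets over 36 regroupings, two-sided p = 0.111). Of the 38 lost regions, 18 had a peak in fewer P300KO libraries, 5 in more and 15 in as many (exact permutation p = 0.111). With lists of equal size 100 of 149 gained regions went the same way and 17 the opposite way (exact permutation p = 0.0556, the smallest the 36 regroupings allow), and 58 of 93 lost regions went the same way and 12 the opposite way (exact permutation p = 0.167). Each of these p-values tests the mean over regions of the difference in number of libraries in the same direction, not the counts. That mean was 0.774 for gained and 0.632 for lost regions with all peaks. With lists of equal size it was 1.11 and 0.946.

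At 6 loci named in the study, the number of regions with a peak was compared. At Ep300, on chromosome 15, P300KO_TET2KO libraries had 7.0 ± 0.816 regions and TET2KO libraries 5.75 ± 0.5 (SD, n = 4 each; two-sided exact permutation p = 0.114). At Tet2, on chromosome 3, the values were 7.0 ± 2.45 and 6.25 ± 2.63 (n = 4 each; exact permutation p = 0.743). Peaks in 3 regions at Ep300 and in 2 regions at Tet2 were present in all 16 libraries. These shared peaks give no check of the genotype labels, since they need not lie in the deleted part of a gene. At Myb, with 110 kb upstream, P300KO_TET2KO had 31.5 ± 6.35 regions and TET2KO 28.0 ± 3.65 (n = 4 each; exact permutation p = 0.429). At Notch1 the means were 12.8 and 13.0 (n = 4 each; exact permutation p = 1.0), and at Dntt both were 8.25 (exact permutation p = 1.0). At the Hoxb cluster they were 36.0 ± 0.816 and 31.8 ± 3.10 (n = 4 each; exact permutation p = 0.114). The lowest adjusted p over the 6 loci was 0.343, and 0 of the 6 had an unadjusted p under 0.05. No region at these loci was present in 4 of 4 and 0 of 4 libraries in this contrast. In P300KO_TET2KO against P300KO the Hoxb cluster had 36.0 and 29.2 regions (n = 4 each; exact permutation p = 0.0286, adjusted 0.171), with 1 gained region on chromosome 11 from 96286787 to 96287255.

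The locus counts were also taken in lists of 50000 peaks, an alternative chosen after the data were seen. There P300KO_TET2KO had 13.2 ± 0.5 regions at Myb and TET2KO had 11.0 ± 0.816 (SD, n = 4 each; two-sided exact permutation p = 0.0286, adjusted over 6 loci 0.171), with all 4 P300KO_TET2KO libraries above all 4 TET2KO libraries. The value with all peaks did not separate the genotypes. At the other 5 loci the exact permutation p in these lists was at least 0.371. At the Hoxb cluster the difference fell from 4.25 regions with all peaks to 0.5 in these lists (exact permutation p = 0.857). The Hoxb difference against P300KO fell from 6.75 to 1.75 regions (exact permutation p = 0.343). The gained region in these lists lay on chromosome 10 from 21118095 to 21119054, and 3 of 4 full TET2KO lists held a peak there. P300KO had 14.2 ± 1.71 regions and WT 11.0 ± 0.816 (n = 4 each; exact permutation p = 0.0571).

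From read signal around binding sites, the study reports higher accessibility for the Spi1, Gata, Tal1, Irf and Cebp families after p300 loss in Tet2-deficient HSPCs. It reports lower accessibility for NF-κB and Myb family members. Peak lists hold no read signal, so a different quantity was compared. This was the share of distal summits with a short consensus string in the strongest 30000 non-promoter peaks of each library. A change of signal at sites among these peaks in both genotypes would not alter that share. The share is therefore not a check of the study's result. Gata strings were in 16.9 ± 0.393% of summit windows in P300KO_TET2KO and 15.5 ± 1.23% in TET2KO (SD, n = 4 each), a difference of 1.39 points (two-sided exact permutation p = 0.0857, adjusted 0.571). The Gata difference was 0.652 points in deposit set 1 and 2.13 points in set 2. Spi1 strings were in 21.95 ± 1.05% and 21.1 ± 1.22% (n = 4 each), a difference of 0.889 points (exact permutation p = 0.314, adjusted 0.786). Cebp strings were in 16.7 ± 0.453% and 16.1 ± 0.474% (n = 4 each), a difference of 0.588 points (exact permutation p = 0.114, adjusted 0.571). For Tal1, Irf, NFkB, Myb, Runx, Ap1 and Ctcf the differences lay between −0.151 and 0.0825 points, each with an exact permutation p of at least 0.314. These tests do not take account of the deposit sets. With labels permuted within sets, the exact permutation p was 0.0556 for Gata and for Spi1 (adjusted 0.278), the smallest that 36 regroupings allow. For these strings both P300KO_TET2KO libraries lay above both TET2KO libraries in each set. For Cebp this p was 0.111. None of the 10 strings passed the adjusted threshold, and 0 of the 10 had an unadjusted p under 0.05. With 70 regroupings at least 6 of the 10 strings would need the smallest possible p for any to pass after adjustment, so the adjusted call was nearly fixed by the design. For Gata the exact permutation p was lower, at 0.0286, with all distal peaks (1.56 points, adjusted over 10 strings 0.143), with windows of 50 bp (1.06 points, adjusted 0.286) and without TET2KO replicate 1 (1.80 points, adjusted 0.286). It was higher, at 0.2, with the strongest 10000 distal peaks (1.55 points) and reached 0.229 without P300KO_TET2KO replicate 1 (1.23 points). In the other 3 contrasts the lowest exact permutation p over the 10 strings was 0.0857.

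**Figure D3:**
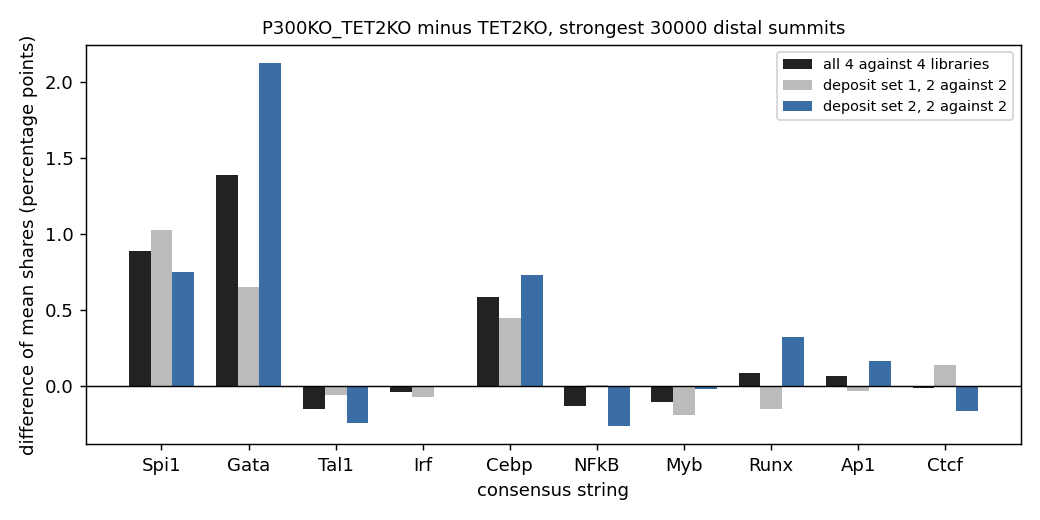
Difference in the share of distal summit windows with each of 10 consensus strings, P300KO_TET2KO minus TET2KO, in percentage points. Black bars use 4 against 4 libraries, grey and blue bars use the 2 against 2 libraries of each deposit set; Gata has the largest difference, 1.39 points.

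Over both Tet2 backgrounds, a test chosen after the contrasts above were seen, p300 loss went with a Gata share higher by 1.32 points (two-sided exact permutation over 4900 arrangements, p = 0.0114, adjusted over 10 strings 0.0918). With labels permuted within deposit sets as well, the p was 0.00154, the smallest that 1296 arrangements allow (exact permutation, adjusted 0.0154). The difference was positive in 4 of 4 combinations of deposit set and Tet2 background, from 0.652 to 2.13 points. The difference of P300KO against WT in set 1, 1.36 points, rested on WT replicate 1, and without that library it was 0.393 points. Without it the effect over the 4 combinations was 1.08 points (exact permutation within sets p = 0.00309, adjusted 0.0309). Without P300KO replicate 1 or 2 the effect was 1.27 and 1.38 points but no longer passed (exact permutation, adjusted p = 0.0772 and 0.0617). For Spi1 the effect was 1.13 points (exact permutation p = 0.227, adjusted 0.596), and within sets the p was 0.0108 (exact permutation, adjusted 0.0540), with a positive difference in 4 of 4 combinations. Without WT replicate 1 the Spi1 effect was 0.486 points and positive in 3 of 4. For Cebp the effect was 0.816 points (exact permutation p = 0.0184, adjusted 0.0918), and within sets the adjusted p was 0.0566. Without WT replicate 1 the Cebp effect was 0.477 points and positive in 3 of 4. The p300 effect on a string differed between Tet2 backgrounds for 0 of the 10 strings, with a lowest exact permutation p of 0.235.

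**Figure D4:**
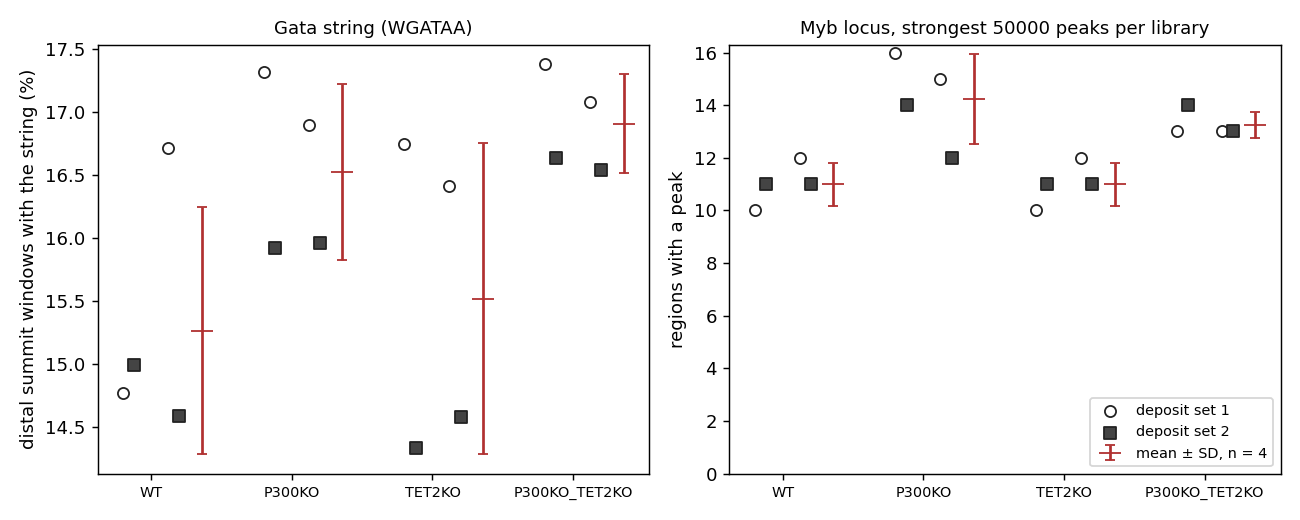
Percent of distal summit windows with the Gata string in each library (left) and number of regions with a peak at the Myb locus in lists of 50000 peaks (right), by genotype. Open circles are deposit set 1, filled squares are deposit set 2, and red marks are the mean ± SD of 4 libraries; the mean Gata share was 16.9% in P300KO_TET2KO and 15.5% in TET2KO.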

Values the study reported

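For ATAC-seq the study aimed at more than 40 M reads from every sample.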

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

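The tests of list strength at the Hoxb cluster and Dntt were chosen only after the result was seen. A library was singled out when its distance to the nearest of the other 3 libraries of its genotype took up nearly the whole range of the group. Among 118 groups of 4 libraries over 30 measures, 17 (14.4%) held such a library. Chance gives about 5% for 4 draws from a single normal distribution. Each group held 2 libraries of each deposit set, so in measures that separate the sets a library could hardly meet the criterion. WT 1 was not singled out for its share of peaks with a −log10 q of at least 2. That share was 45.0%, against 63.2%, 95.4% and 94.8% in WT 2, 3 and 4. Of the 17, 16 were counts of regions at a locus. Such counts are small whole numbers, and when 3 libraries tie, any difference of the other one meets the criterion, so their excess over 5% is partly built into the measure. All 30 measures are kept here, the locus counts in lists of 50000 peaks included.

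The share of Ap1 strings was 6.06% in WT 1 and between 6.91% and 7.02% in the other 3 WT libraries. WT 1 had the weakest list, with 45.0% of its peaks at a −log10 q of at least 2. If weak peaks alone lowered the share, it should lie within the range of the other WT libraries among the strongest 10000 distal peaks. It was 7.25% there, against 7.77%, 7.91% and 7.80% in the others, so the prediction was not met among WT libraries. The gap was smaller than with 30000 peaks, so a part may come from weak peaks. Among other set 1 libraries the lowest share was 6.90% with 30000 peaks and 7.43% with 10000. WT 1 was also the lowest of the 16 libraries for Spi1 (14.9%) and Ctcf (6.98%) strings, among others, but not for Gata or Tal1. Weak peaks as the whole cause are therefore not excluded. No biological explanation was tested. By its labels WT 1 is set apart by nothing but its deposit set, which WT 2 shares. It was the only WT library with promoter peaks of Y-linked genes and no peak at Xist. The sex of the pooled mice therefore stays open, though a weak list may also miss a peak.

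At the Hoxb cluster WT 1 had 22 regions and each other WT library 33. With 50000 peaks from every library WT 1 had 15 regions and the others 13, so the deficit was absent in lists of equal size and a weak list is a candidate explanation. That 15 was itself apart from the tied 13, in the other direction. At Dntt P300KO 2, the shortest list with 86039 peaks, had 5 regions and the other P300KO libraries 9. In lists of equal size it had 4, as did each of the others, and its weak list is likewise a candidate explanation.

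The remaining 13 counts differed from 3 tied libraries by 1 or 2 regions. With all peaks, TET2KO 1 had 5 regions at Ep300 and the others 6, TET2KO 2 had 9 at Dntt and the others 8, and P300KO_TET2KO 3 had 9 at Dntt and the others 8. In lists of equal size at Ep300, WT 2 had 1 region, P300KO 2 had 4 and TET2KO 2 had 2, each against 3. At Tet2, WT 2 had 2 regions against 1, P300KO 2 had 3 against 2 and TET2KO 1 had 2 against 1. At Myb, P300KO_TET2KO 3 had 14 against 13. At Dntt, WT 2 had 6 against 4, TET2KO 2 had 5 against 4 and P300KO_TET2KO 1 had 5 against 4. No technical or biological explanation was tested for these single counts.

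The effect of p300 loss was compared between Tet2 backgrounds in 23 tests, of which 0 passed the threshold before adjustment, with a lowest exact permutation p of 0.235.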

How the results depend on the processing

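The alternatives at the 6 loci, the permutation of string shares and of shares outside promoters within deposit sets and the leaving out of libraries from the p300 effects on strings and Myb were chosen only after the result was seen. Over 38 results, 574 values were computed under alternatives. Of these 398 kept direction and side of the threshold or stayed near the reported value, 90 moved, 10 passed the threshold where the reported value did not, 2 no longer passed it and 74 reversed. Of the 398, 86 came from tests that could not reach the threshold and say nothing about calls: 24 permutations of 1 contrast within deposit sets, whose difference is fixed by construction (smallest p 0.0556), 24 with the replicate block (0.125) and 38 of single deposit sets (0.333), which bear on direction and size alone. The other 312 came from the remaining 478 values. Of these 312, 95 were string shares in 1 contrast, where at least 6 of the 10 strings would need the smallest possible p for any to pass, so their unchanged calls say little and only their direction is informative. Among the tests of these results only the p300 effects on Gata strings and on Myb in lists of 50000 peaks passed, and neither reversed, so a reversal is a change of sign in a difference that was not called. The cause was not tested except where fewer libraries or peaks account for it. In single contrasts and in the p300 effects on number of peaks, leaving out 1 library left the groups unequal over the deposit sets. That can change a sign by itself.

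For the number of peaks, deposit set 2 alone reversed all 4 contrasts, with −3524 (P300KO_TET2KO against TET2KO), 3100 (P300KO against WT), 2864 (TET2KO against WT) and −3760 peaks (P300KO_TET2KO against P300KO). Counting every summit reversed P300KO against WT (1614) and TET2KO against WT (4059), as did covered length (1.14 and 2.60 Mb). A −log10 q of at least 2 reversed both (7890 and 9668 peaks), the p300 effect over both backgrounds (7322) and its difference between them (−1136). It also reversed their share outside promoters (1.47 and 1.88 points).

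Leaving out 1 library at a time gave differences in peaks from −6661 to 8482, −11200 to 5362, −12096 to 3047 and −8976 to 7586 for P300KO_TET2KO against TET2KO, P300KO against WT, TET2KO against WT and P300KO_TET2KO against P300KO. The p300 effect ranged from −5326 to 3004 and its difference between backgrounds from −4716 to 12473. The share outside promoters ranged from −0.280 to 1.67 points for P300KO_TET2KO against TET2KO and from −0.666 to 1.69 points for P300KO_TET2KO against P300KO. It ranged from −2.77 to −0.420 points for P300KO against WT and from −2.76 to −0.806 points for TET2KO against WT. With 1 library left out the groups were unequal over the deposit sets, whose means differed by 36166 peaks and 4.63 points. These ranges therefore include a part of the gap between the sets.

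Region counts are given as gained and lost in the same order of contrasts, where they moved by more than 1.5 times. Lists of 50000 peaks gave 93 lost, then 119 and 66, then 33 lost. A −log10 q of at least 2 gave 14 lost, 5 lost, 23 and 3, and 33 lost. Windows around summits gave 341 and 69, 94 gained, 106 and 36, and 425 gained. Covering at least 50% of a region gave 380 gained, 82 gained, 73 and 11, and 404 gained. At least 3 of 4 against at most 1 of 4 gave 3517 and 1547, 2212 and 1745, 1902 and 1654, and 3295 and 1718. Deposit set 1 alone gave 6074 and 1094, 4380 and 1779, 5943 and 1823, and 6465 and 1121. Deposit set 2 alone gave 4555 and 3885, 4066 and 3765, 3085 and 3022, and 4303 and 3963. The looser rule and the smaller number of libraries raise the counts by construction.

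Leaving out 1 library, which also loosens the rule, gave from 213 to 615 gained and 55 to 254 lost regions in P300KO_TET2KO against TET2KO. It gave from 48 to 375 and 39 to 292 in P300KO against WT, from 49 to 212 and 26 to 287 in TET2KO against WT, and from 221 to 527 and 108 to 427 in P300KO_TET2KO against P300KO. The highest lost counts against WT, 292 and 287, were those without WT replicate 1.

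For string shares, the sign reversed for Tal1 with the strongest 10000 distal peaks (0.0275 points), for Irf (0.199), Myb (0.150) and Ctcf (0.311) with all distal peaks, for Ctcf with the strongest 10000 (0.045) and with 50 bp windows (0.005), and in deposit set 1 alone for NFkB (0.005), Runx (−0.155), Ap1 (−0.0333) and Ctcf (0.135). Leaving out 1 library gave from −0.218 to 0.0317 for Myb, −0.260 to 0.331 for Runx, −0.104 to 0.175 for Ap1 and −0.136 to 0.177 for Ctcf. Before adjustment, the exact permutation p was 0.0286 for Gata (1.56 points) and Cebp (1.22 points) with all distal peaks and for Gata with 50 bp windows (1.06 points). Adjusted over 10 strings these were 0.143, 0.143 and 0.286.

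At the loci, lists of 50000 peaks raised Myb past the unadjusted threshold (2.25 regions, exact permutation p = 0.0286), and a −log10 q of at least 2 did so for the Hoxb cluster (7.0 regions, exact permutation p = 0.0286) and reversed Notch1 (0.5). At Dntt the single deposit sets gave −0.5 and 0.5. Leaving out 1 library gave from 0.917 to 1.58 regions at Ep300, 0.0 to 1.75 at Tet2, 1.33 to 6.33 at Myb, −0.917 to 0.417 at Notch1, −0.25 to 0.25 at Dntt and 3.33 to 5.67 at the Hoxb cluster. The Myb value of 1.33 came without P300KO_TET2KO replicate 4 and the Tet2 value of 0.0 without TET2KO replicate 1. Ep300 without P300KO_TET2KO replicate 1 (1.58) and the Hoxb cluster without TET2KO replicate 3 (5.67) passed the unadjusted threshold.

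Leaving out each of the 16 libraries in turn, the p300 effect over both backgrounds ranged from 1.08 to 1.57 points for Gata, 0.486 to 1.78 for Spi1 and 0.477 to 1.15 for Cebp, each lowest without WT replicate 1 and highest without WT replicate 2. Gata passed in 14 of the 16, the exceptions being those without P300KO replicate 1 (1.27 points, adjusted p = 0.0772) and replicate 2 (1.38 points, adjusted p = 0.0617) by exact permutation. Its adjusted p ranged from 0.00772 to 0.0772. Spi1 passed in 4 and Cebp in 2 of the 16. The effect on Myb regions in lists of 50000 peaks ranged from 2.5 to 3.0 and passed in 16 of 16.

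The replicate block, which paired libraries by number, changed 0 calls over 24 results, with a lowest exact p of 0.125, the smallest it allows, so it says nothing about stability. Libraries with the same number were no more alike (median correlation 0.131) than libraries of the same set with other numbers (0.144), and the numbers were not taken as pairs. Unknown depth limits every region count, since an absent peak may be an undetected one: set 1 alone had 1094 and set 2 alone 3885 lost regions in P300KO_TET2KO against TET2KO.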

Other observations

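Several tests were chosen only after the result was seen. They include the splits in lists of equal size, the pairs of balanced splits and the uneven share of gained regions. The distance to Tet2 with its label arrangements was another. The effects of p300 loss on strings and on loci over both backgrounds, with each library left out, belong here too. So do the sex checks of the contrasts other than P300KO_TET2KO against TET2KO, and the Gata shares by deposit set. The windows compared with Myb, the GC weighting and the reversed Gata string were built on such tests and were therefore also chosen afterwards.

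With all peaks, 9, 19, 19 and 6 of the 35 splits gave as many gained and lost regions as the real genotypes for P300KO_TET2KO against TET2KO, P300KO against WT, TET2KO against WT and P300KO_TET2KO against P300KO. With lists of 50000 peaks the numbers were 2, 2, 11 and 2 of 35. A split by deposit set gave more regions than the genotypes in each contrast, 8542 in the first. Against the 18 splits balanced over the sets, with all peaks, the real total of 215 in the first contrast compared with a median of 43 and a highest value of 81 in the others, and the 284 of P300KO_TET2KO against P300KO with 40 and 70. P300KO against WT had 70 regions where another balanced split had 81, and TET2KO against WT had 63 where another had 66. Summed over both Tet2 backgrounds, p300 status gave 285 regions and 2 of 324 pairs of balanced splits gave as many, with a median of 86. Tet2 status gave 347 regions, and 2 of 324 pairs gave as many, with a median of 80. With all peaks each joint total therefore rests on the contrast that holds P300KO_TET2KO. An arbitrary division of the libraries within the deposit sets is unlikely to give the 2 joint totals, while for single contrasts 18 splits cannot give a share under 5.56%.

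In P300KO_TET2KO against TET2KO 82.3% of the 215 regions were gained with all peaks, and 2 of 18 balanced splits were as uneven. With a −log10 q of at least 2 the share was 92.3%, and 2 of 18 balanced splits were as uneven. With 50000 peaks per library the share was 61.6%, and 6 of 18 balanced splits were as uneven. The lists of P300KO_TET2KO were hardly longer, by 646.5 peaks on average, but 93.4 ± 5.14% of their peaks had a −log10 q of at least 2, against 87.5 ± 7.07% in TET2KO (SD, n = 4 each). More sensitive lists in P300KO_TET2KO are therefore a candidate explanation for the excess of gained regions, but the lists of equal size cannot decide on it. There the gained regions went from 177 to 149 and the lost regions from 38 to 93. None of the 177 and none of the 38 was among the strongest 50000 peaks of all 4 libraries that had it. The shares of 82.3% and 61.6% thus come from different regions. Of the 242 regions in lists of equal size, 100% had a peak of the other genotype somewhere in its full lists, so these regions may be quantitative shifts across a rank limit instead of sites open in one genotype alone. A real change of accessibility by genotype remains open and cannot be measured from peak lists.

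Regions with a peak in at least 7 of 8 libraries of one Tet2 status and at most 1 of 8 of the other numbered 86, of which 9 (10.5%) lay within 20 Mb of Tet2 on chromosome 3. Of 73274 comparable regions, 898 (1.23%) lay that near (Fisher's exact test, two-sided p = 1.19e-06, with regions that are not independent). Of the 9, 4 were present with the deleted gene and 5 absent. In 100 arrangements of the Tet2 labels within p300 status and set, 1, the real one, gave as many, and the highest other number was 6. The other arrangements held a median of 6 such regions in all, against 86, so that a smaller number near Tet2 was nearly fixed by the totals and this count does not bear on closeness. An arrangement with 83 regions had 5 near Tet2. Over all the other arrangements 28 of 785 regions (3.57%) lay near Tet2, a higher share than the 1.23% used in Fisher's exact test. An arrangement close to the real labels can count regions that follow Tet2 status again. The 3.57% is therefore not a share free of the real pattern and cannot decide between the 2 values. DNA of the strain in which the deletion was made, carried along with Tet2, is a candidate explanation, and an effect of Tet2 loss on its neighbourhood remains open as untested. In lists of equal size 4 of 96 regions (4.17%) lay that near (Fisher's exact test p = 0.0215). For Ep300 1 of 58 regions (1.72%) lay within 20 Mb, against 2.58% of comparable regions. The paper lists the floxed Ep300 gene in every genotype, with its deletion induced by injection. Strain DNA linked to that gene should therefore not follow p300 status, and 1 region gives no sign that it does.

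The Gata share was higher after p300 loss by 1.32 points over both Tet2 backgrounds. It did not pass correction over 10 strings without the deposit sets (exact permutation, adjusted p = 0.0918) and did so within them (adjusted p = 0.0154), in 4 of 4 combinations of set and background. Without P300KO replicate 1 or 2 it did not pass within them either (adjusted p = 0.0772 and 0.0617, exact permutation). Weighting every library to the same GC distribution left 1.13 points, which argues against GC content as the whole cause. The reversed string, of the same composition, differed by 0.219 points (exact permutation within sets, p = 0.0231), or 1.89% of its mean share against 8.24% for the Gata string, so base composition may account for a small part. The smallest difference over the sets and backgrounds was 0.652 points, which argues against a difference between the sets. Without WT replicate 1, the weakest list, the smallest was 0.393 points and still positive. What stays open is a change in accessibility at Gata sites, a change in the mix of cell types among the sorted HSPCs, and the choice of this test after the data were seen. On the mix, the paper reports fewer long-term stem cells and more multipotent progenitors among HSPCs after p300 loss in Tet2-deficient mice. Whether that moved the Gata share was not tested. Mx1-Cre followed p300 loss in these genotypes, so an effect of Cre stays open too.

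At Myb, in lists of equal size, the difference of 2.25 regions between P300KO_TET2KO and TET2KO was compared with 1785 windows of the same width at other genes. In 15 windows (0.840%) the genotypes separated as fully and as far, and in 30 windows (1.68%) the difference was as large with or without full separation. Over both backgrounds the p300 effect was 2.75 regions (exact permutation within deposit sets p = 0.00154, the smallest possible, adjusted over 6 loci 0.00926; without the sets p = 0.000816, adjusted 0.0049). It did not differ between the backgrounds (exact permutation p = 0.493). Of the windows, 2 (0.112%) had an effect as large. With all peaks the effect was 2.38 regions (exact permutation within sets p = 0.144, adjusted 0.389). In lists of equal size the p300 effect at Tet2 was 0.875 regions (exact permutation within sets p = 0.037, adjusted 0.111; without the sets 0.029 and 0.0869), and with all peaks that at Ep300 was 1.5 regions (within sets p = 0.00926, adjusted 0.0556; without the sets 0.0392 and 0.235, exact permutation). These 2 passed before adjustment and not after, and with lists of equal size Myb alone of the 6 loci passed after adjustment. The windows argue against any locus giving such a value, but the effect did not pass with all peaks, so a higher rank of Myb peaks after p300 loss may be taken as a hypothesis and no more.

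The list of WT 1 had the lowest median overlap with the other lists, 56.6% (range 48.8% to 57.6%), against medians of at least 67.5% for the other 15 libraries. Among its strongest 10000 peaks a median of 99.9% overlapped another list, and among its strongest 50000 a median of 83.2%, against 98.4% to 99.7% for the other 15 libraries. Weak peaks near the calling threshold are a candidate explanation for its low overlap. No biological explanation was tested.

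Promoter peaks of Y-linked genes were present in 8 of 16 libraries, 7 of 8 in deposit set 1 and 1 of 8 in set 2 (Fisher's exact test, two-sided p = 0.0101). By genotype they were present in 3 WT, 1 P300KO, 2 TET2KO and 2 P300KO_TET2KO libraries of 4. A peak at Xist was present in 13 libraries, 5 of which also had the Y-linked peaks, and each library pooled a pair of mice. In P300KO_TET2KO against TET2KO the numbers of such libraries were equal and 2.79% of the regions lay on X or Y, against 2.11% of comparable regions, which argues against sex as the source of those regions. In the other 3 contrasts their numbers were not equal. On X or Y lay 0 of the 70 regions of P300KO against WT (1.80% of comparable regions) and 2 of the 63 regions of TET2KO against WT (3.17%, against 1.81%). In P300KO_TET2KO against P300KO 2 of the 284 regions lay there (0.704%, against 2.14%), 1 of them on Y. Each genotype held libraries with and without the Y-linked peaks. Without them were 1 WT library, 3 P300KO, 2 TET2KO and 2 P300KO_TET2KO libraries. A region that followed sex as marked by these peaks could therefore not be in 4 of 4 libraries of one genotype and 0 of 4 of another, which argues against sex as the source of the gained and lost regions in these 3 contrasts as well.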
